A study of Caenorhabditis elegans with 137 samples.

How the data were processed

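The data were 137 libraries of Caenorhabditis elegans grown at 20 degrees C, in 51 groups given by the sample titles and genotype labels. Of these, 127 were small RNA libraries of whole worms, prepared per the labels from Trizol RNA with the NEB small RNA kit and size selected, and 10 were chimeric eCLIP libraries of embryos. A group is a genotype, a stage and, where the title names one, a set. There were 39 groups of 3 libraries, 8 groups of 1 and 1 of 2 among the small RNA libraries, and 4, 4 and 2 chimera libraries for tagged ALG-2, tagged ALG-2 without ebax-1 and untagged wild type.

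The small RNA tables of 106 and 21 libraries held expected counts per mature microRNA strand, which the authors made by mapping reads, with an aligner and annotation that the labels do not state. In these tables, 3.09% and 2.76% of values were not whole, all of them ending in 0.5, and they were rounded to whole numbers before the fits. The tables listed 276 microRNA strands and 10 plant microRNA spike-ins, which the labels do not mention. Spike-ins were left out of library sizes and tests. Every library column matched 1 sample, leaving 0 columns of no sample, and no small RNA libraries of the same group were copies of each other (smallest chi-square per degree of freedom between them, 60.6). The chimera table held counts of chimeric reads per microRNA and target fragment, which the authors called by a method that the labels do not state. It had 690752 fragments, 252422 microRNA-target pairs, 333 microRNAs and 17838 genes. Deposited beside them were 2 score columns, a predicted duplex energy of unstated unit, used here, and a conservation score, not used here. The genome build was not named, and no read was mapped again.

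Depth ran from 4146023 to 27893036 microRNA counts per small RNA library, and from 174770 to 549245 chimeric counts in the tagged and 6193 to 11845 in the untagged chimera libraries. Shares in single chimera libraries carry 95% Wilson intervals, and the smallest share shown is that of 3 counts, at most 0.0484% of a library. Intervals and floors cover counting error only. Whether the chimeric counts stand for independent molecules is not stated.

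Each small RNA comparison was fitted by itself, with only the groups compared, by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM factors. Strands with a mean of at least 10 counts were tested, two-sided, and called at a Benjamini-Hochberg adjusted p under 0.05. There were 42 contrasts, 8 of them differences between 2 changes tested as an interaction. SE is the absolute log2 fold change divided by the root of the F statistic. CPM are counts scaled to a common library size, and family shares are percentages of microRNA counts. Mutant L1 libraries were compared with the wild-type set nearest in library number. The SD of a family median is the root of the summed variances, in the groups compared, of the median log2 CPM (prior count 0.5) of the members in each library. Groups of 1 library were given as values with no test. Chimera pairs and microRNAs were tested in the same way between the tagged groups, for 2269 pairs. Totals and shares were compared by exact two-sided permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Untagged libraries served as background and entered no fit across pairs.

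Apart from those named next, the tests, the groups, the alternatives and the rule for naming were set before the data were examined. Spike-in scaling and wild-type set 4 as controls were chosen after seeing the data. So were the direct comparison of cdb383 with cdb396, the tts-2 share outside the family, the tts-2 fragments and the mir-38 share on tts-2, the subsets by name prefix, the thinning and the family medians without mir-35. Named were the members of the family discussed, the edited mir-35 in its own lines, and at most 2 called miRNAs outside the families, those with the largest absolute log2 fold change and replicate values that did not overlap between groups. Where 1 of these is given, it is the one with the larger change. For chimeras, tts-2, the 5 targets with the most family chimeras and at most 3 called pairs with the largest change were named. Names outside the rule are said to be chosen after their values were seen.

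The alternatives were DESeq2 1.42.0 with its size factors, library size only, no filter, a filter at 10 CPM and the dispersion shared by all groups of a table. Others were all wild-type L1 libraries as controls, family counts summed before the fit, the replicate block, and each replicate left out in turn. For chimeras they also included distinct pairs in place of counts, shares of all chimeras, and pairs with a mean of at least 10 counts. A filter at a mean of 2 counts was used for chimeras only. The fit with shared dispersion took in all libraries of a table, so its changes may reflect scaling as well. Counts within a factor of 1.5 were taken as unmoved. The pairing of libraries comes from the replicate numbers in the sample titles, and the replicate block takes these numbers as a factor, within each stage or set for the interactions. For the line mir-35(cdb2 cdb72); ebax-1(tm2321), whose titles number the stages in a different order, the order of library numbers was also tried.

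The procedures were tested on simulated data. With 20 changed miRNAs at a fold of 4, the small RNA test recovered 20 of 20 with 0 false calls among 212 tested miRNAs, 19 of 19 with 0 of 210 for an interaction and 19 of 19 with 1 of 222 in the second table. For chimera pairs it recovered 134 of 134 tested, with 2 false calls of 2032.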

Results

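The libraries came from Caenorhabditis elegans embryos and larvae of the first stage (L1). EBAX-1 is the worm orthologue of ZSWIM8, a substrate adaptor of a ubiquitin ligase linked to the decay of microRNAs that pair with particular target RNAs. ALG-1 and ALG-2 are Argonaute proteins, which carry microRNAs, and tts-2 is a long noncoding RNA. The miR-35 family comprises mir-35 to mir-42, 8 members of which the 3p strand is the guide. Small RNA libraries held between 4146023 and 27893036 microRNA counts each. A miRNA is called here when its edgeR adjusted p was under 0.05, and fold changes are on the log2 scale. The family median is the median log2 fold change of its members.

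The change from embryo to L1 was measured in 2 wild-type sets of 3 libraries per stage. In set 1, 141 of 207 miRNAs were called, 61 higher and 80 lower, and all 8 family members fell, with a median of -5.57 (members from -6.19 to -3.32). Their adjusted p values ran from 1.29e-09 to 8.43e-08. In set 2, 155 of 212 miRNAs were called, 76 higher and 79 lower, and the family median was -6.35 (members from -6.75 to -3.45). The SD of the family median between replicates was 0.55 in set 1 and 0.27 in set 2. mir-35_3p changed by -6.19 (SE 0.34, adjusted p = 1.57e-09), from 207600 to 4262 CPM, in set 1. The smallest change was that of mir-42_3p, -3.32 (SE 0.27, adjusted p = 8.43e-08). Outside the guides, the family passenger strand mir-39_5p* changed by -9.14 (SE 0.60, adjusted p = 8.99e-09) in set 1, and by -8.22 (SE 0.43, adjusted p = 5.68e-09) in set 2. The family held 47.1% (SD 9.27) of microRNA counts in embryos and 1.27% (SD 0.289) in L1 of set 1, and 55.4% (SD 4.57) and 1.03% (SD 0.0847) in set 2. Spike-in scaling moved the set 1 family median most, to -4.23. The filter at 10 CPM moved the number of calls most, to 115 in set 1. The choice of scaling moved the median of all miRNAs. Over the 42 contrasts reported here, that shift lay between -0.38 and 0.99 with library size only, between -1.49 and 2.31 with spike-in scaling, and between -0.17 and 0.22 with DESeq2. Relative to the median of all miRNAs, the family median was -5.26 (from -5.26 to -5.19) in set 1 and -6.15 (from -6.16 to -6.09) in set 2, where the parentheses give the range over those 3 scalings. The calls in set 1 became 79 higher and 61 lower with library size only and 96 higher and 32 lower with spike-in scaling, and in set 2 91 higher and 57 lower with library size only and 127 higher and 29 lower with spike-in scaling.

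**Figure D1:**
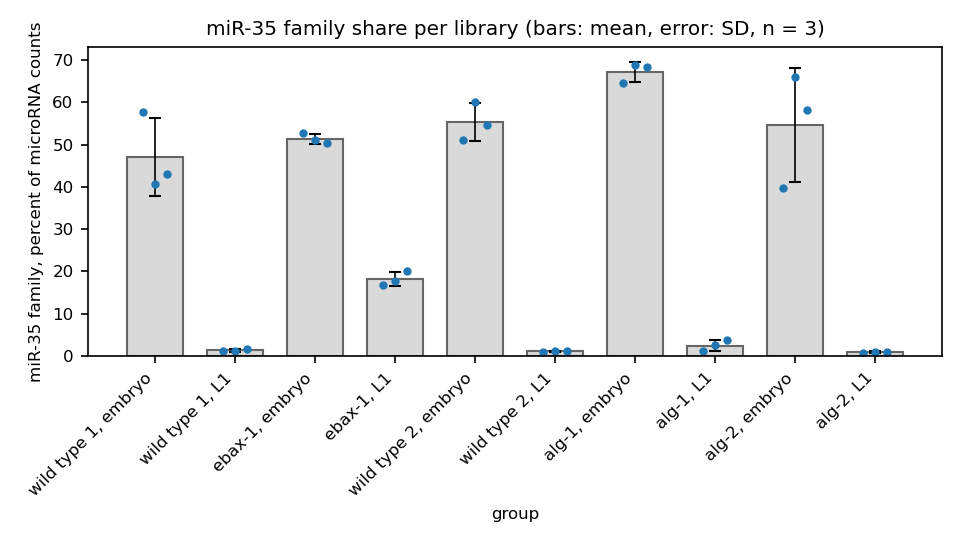
Share of microRNA counts taken by the 8 miR-35 family guides, in percent, in embryos and L1 of wild-type sets 1 and 2, ebax-1, alg-1 and alg-2, with bars for group means, error bars for SD and points for the 3 libraries of each group. The share falls from 47.1% to 1.27% in wild-type set 1 and from 51.4% to 18.2% in ebax-1.

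The comparison of ebax-1(tm2321) with wild type asked whether EBAX-1 is needed for that decline. In embryos, 0 of 198 miRNAs were called (19 had an unadjusted p under 0.05), and the family median was 0.43 (members from 0.20 to 0.59), within the SD between replicates of 0.59. In L1 of set 1, 21 of 210 miRNAs were called, 20 higher and 1 lower, and all 8 family members were higher, with a median of 4.03 (members from 2.60 to 4.53) and an SD between replicates of 0.12. In the other ebax-1 set, compared with wild-type set 3, 56 of 201 miRNAs were called, 29 higher and 27 lower, and the family median was 4.15 (members from 2.24 to 4.75). Within ebax-1, 157 of 209 miRNAs were called from embryo to L1, 77 higher and 80 lower. The family changed by -1.85 (members from -2.03 to -1.04), but by -0.31 with spike-in scaling, where mir-39_3p, mir-40_3p and mir-42_3p reversed. For the difference between that change and the wild-type one, 11 of 209 miRNAs were called, 11 higher and 0 lower, including all 8 family members, and the family median was 3.73 (members from 2.25 to 4.37). Library names carry 2 prefixes, and in the 8 of 12 libraries with the commoner prefix the same difference gave 25 calls and a family median of 3.4. Outside the family, mir-253_3p changed by 2.10 (SE 0.35, adjusted p = 0.00518) and mir-65_5p by 2.03 (SE 0.16, adjusted p = 4.00e-05) in L1 of set 1. The family held 51.4% (SD 1.18) of microRNA counts in ebax-1 embryos, 18.2% (SD 1.66) in L1 of set 1 and 21.2% (SD 0.949) in L1 of set 2. Library size only moved both the set 1 family median in L1 and its number of calls most, to 3.68 and 45. With the replicate block, the embryo comparison gave 4 calls (2 higher, 2 lower), at a correlation of 0.111 between same-numbered libraries. L1 of set 1 gave 26 calls (22 higher, 4 lower, correlation 0.433), and of set 2 35 calls (21 higher, 14 lower, correlation -0.171). The stage change within ebax-1 gave 160 calls (79 higher, 81 lower, correlation 0.209). Its difference from wild type gave 11 (11 higher, 0 lower, correlation 0.232). Measured from the median of all miRNAs, the family median was 0.46 (from 0.46 to 0.56) in embryos, 4.02 (from 4.02 to 4.03) in L1 of set 1, 4.19 (from 4.19 to 4.2) in L1 of set 2, -1.75 (from -1.80 to -1.77) across the stages and 3.56 (from 3.41 to 3.56) for the difference. The calls became 13 higher and 32 lower with library size only and 21 higher and 5 lower with DESeq2 in L1 of set 1, 19 higher and 84 lower with library size only and 118 higher and 2 lower with spike-in scaling in set 2, and 131 higher and 23 lower with spike-in scaling across the stages.

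Loss of the Argonautes was measured in the same way, beginning with alg-1(gk214), against wild-type set 2. In alg-1 embryos, 92 of 200 miRNAs were called, 34 higher and 58 lower, and 4 family members were among them, with a family median of 0.27 (members from -0.89 to 0.75). In alg-1 L1, 88 of 212 miRNAs were called, 48 higher and 40 lower, 4 members among them, with a median of 0.93 (members from 0.24 to 1.12) and an SD between replicates of 0.53. Spike-in scaling moved that median most, to -0.16, and reversed its direction. The largest changes outside the family were those of mir-788_5p*, -5.44 (SE 0.54, adjusted p = 9.00e-06) in embryos and -6.07 (SE 0.26, adjusted p = 2.63e-07) in L1. From embryo to L1, 153 of 211 miRNAs were called, 75 higher and 78 lower, and the family median was -5.57 (members from -6.19 to -3.46). For the difference from the wild-type change, 10 of 212 miRNAs were called, 5 higher and 5 lower, and 0 of the family members were among them (1 at an unadjusted p under 0.05). The family held 67.3% (SD 2.38) of microRNA counts in alg-1 embryos and 2.38% (SD 1.32) in L1. With the replicate block, alg-1 embryos gave 102 calls (41 higher, 61 lower, correlation 0.243) and L1 101 (57 higher, 44 lower, correlation 0.257). The stage change gave 160 calls (78 higher, 82 lower, correlation 0.223) and its difference from wild type 26 (15 higher, 11 lower, correlation 0.171). Once the median of all miRNAs was subtracted, the family median was 0.35 (from 0.36 to 0.40) in alg-1 embryos, 0.79 (from 0.77 to 0.83) in L1, -5.47 (from -5.53 to -5.41) across the stages and 0.25 (from 0.19 to 0.23) for the difference. Calls became 18 higher and 64 lower with library size only and 6 higher and 83 lower with spike-in scaling in alg-1 embryos, 0 higher and 110 lower with spike-in scaling in L1, 116 higher and 41 lower with library size only and 117 higher and 39 lower with spike-in scaling across the stages and 22 higher and 2 lower with library size only and 1 higher and 7 lower with spike-in scaling for the difference.

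The alg-2(ok304) libraries were compared with the same wild-type set. In alg-2 embryos, 0 of 203 miRNAs were called (43 had an unadjusted p under 0.05), and the family median was 0.046 (members from -0.45 to 1.03), which was negative with each of the 3 other scalings. In alg-2 L1, 5 of 207 miRNAs were called, 1 higher and 4 lower, with 0 of the family members among them (3 at an unadjusted p under 0.05) and a median of -0.20 (members from -0.85 to 0.15). mir-1829b_3p* changed by -2.53 (SE 0.46, adjusted p = 0.0235) in alg-2 L1. The number of calls in alg-2 L1 rose to 80 when all wild-type L1 libraries were the controls, and the number in embryos rose to 52 when the dispersion was shared by all groups. From embryo to L1, 125 of 209 miRNAs were called, 59 higher and 66 lower, and the family median was -6.23 (members from -7.41 to -3.81). For the difference from the wild-type change, 3 of 210 miRNAs were called, 0 higher and 3 lower, with 0 of the family members among them (0 at an unadjusted p under 0.05). With the replicate block, alg-2 embryos gave 30 calls (25 higher, 5 lower, correlation 0.437) and L1 10 (1 higher, 9 lower, correlation 0.424). The difference of the stage changes gave 16 (5 higher, 11 lower, correlation 0.342). Relative to the median of all miRNAs, the family median was -0.19 (from -0.38 to -0.15) in embryos, -0.25 (from -0.26 to -0.25) in L1, -6.09 (from -6.13 to -5.91) across the stages and -0.31 (from -0.35 to -0.061) for the difference. In alg-2 L1 the calls became 0 higher and 10 lower with library size only, 0 higher and 18 lower with spike-in scaling and 6 higher and 10 lower with DESeq2, and across the stages 114 higher and 28 lower with spike-in scaling.

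Alleles of tts-2 were compared with wild-type set 3 in L1. The labels do not give the sequence changes of the alleles. In tts-2(cdb383), 8 of 202 miRNAs were called, 8 higher and 0 lower, and these were the family members, with a median of 2.90 (members from 1.78 to 3.36) and an SD between replicates of 0.065. In tts-2(cdb396), 8 of 203 miRNAs were called, 7 higher and 1 lower. All 7 of the higher ones were family members, with a family median of 2.73 (members from 0.67 to 3.4). The member not called was mir-38_3p, at 0.67 (SE 0.30, adjusted p = 0.545), against 3.36 (SE 0.31, adjusted p = 1.10e-05) in tts-2(cdb383). In the direct comparison of the alleles, mir-38_3p was higher in tts-2(cdb383) by 2.64 (SE 0.24, adjusted p = 1.16e-06), while the 7 other members differed by -0.14 to 0.20 and 0 were called (0 at an unadjusted p under 0.05). mir-83_5p* changed by -0.72 (SE 0.17, adjusted p = 0.0201) in tts-2(cdb396). In tts-2(cdb376), which had 2 libraries, 61 miRNAs were called, 28 higher and 33 lower, and the family median was 2.83 (members from 1.18 to 3.51). Those libraries held 22766741 and 23337028 counts, against at most 6839610 in wild-type set 3. Against wild-type set 4, of similar depth and chosen after the data were seen, 8 miRNAs were called. In tts-2(cdb407) with the sqt-1(cdb412 cdb415) edit, 0 of 202 miRNAs were called (19 had an unadjusted p under 0.05), and the family median was 0.45 (members from 0.26 to 1.05), with 7 members at an unadjusted p under 0.05. The family held 1.5% (SD 0.175) of microRNA counts in wild-type set 3, 10.1% (SD 1.02) in tts-2(cdb383), 10.1% (SD 1.64) in tts-2(cdb396), 9.61% (SD 0.225) in tts-2(cdb376) and 2.02% (SD 0.0958) in tts-2(cdb407). Leaving out replicate 3 of wild-type set 3 moved the tts-2(cdb383) family median most, to 3.17, and using all wild-type L1 libraries raised its calls to 15. With the replicate block, tts-2(cdb383) gave 8 calls (8 higher, 0 lower, correlation -0.192). Measured from the median of all miRNAs, the family median was 2.86 (from 2.86 to 2.87) in tts-2(cdb376), 2.81 (from 2.79 to 2.83) in tts-2(cdb383), 2.68 (from 2.67 to 2.70) in tts-2(cdb396) and 0.49 (from 0.48 to 0.49) in tts-2(cdb407). The calls became 9 higher and 67 lower with library size only and 6 higher and 195 lower with spike-in scaling in tts-2(cdb376), 8 higher and 1 lower with library size only and 8 higher and 1 lower with DESeq2 in tts-2(cdb383), and 7 higher and 0 lower with spike-in scaling in tts-2(cdb396).

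Another 3 lines carried cdb396 together with another tts-2 edit, each compared with its own wild-type set. With cdb471, 7 of 221 miRNAs were called, 7 higher and 0 lower, and all were family members, with a family median of 2.10 (members from 0.55 to 2.77). With cdb469, 2 of 217 miRNAs were called, 1 higher and 1 lower, and no family member was among them (4 at an unadjusted p under 0.05), with a family median of -0.25 (members from -0.75 to 0.22). With cdb473, 3 of 215 miRNAs were called, 3 higher and 0 lower, 2 family members among them, with a median of 0.39 (members from -0.71 to 0.95). mir-791_3p changed by -0.98 (SE 0.21, adjusted p = 0.0463) with cdb469 and mir-788_5p* by 0.74 (SE 0.15, adjusted p = 0.0182) with cdb473. The effect of cdb396 with cdb469 was then compared with that of cdb396 alone. Here 7 of 212 miRNAs were called, 0 higher and 7 lower, all family members, and the family median of the difference was -3.03 (members from -3.37 to -1.24). For cdb473, 7 of 209 miRNAs were called, 0 higher and 7 lower, all family members, with a median of -2.39 (members from -2.71 to -1.32). For cdb471, 0 of 215 miRNAs were called (8 had an unadjusted p under 0.05), with a median of -0.44 (members from -0.67 to 0.027). Each of these differences also compares wild-type sets 4 or 5 with set 3, so the libraries of an allele and of its set cannot be told apart. In tts-2(cdb467), 0 of 215 miRNAs were called (14 had an unadjusted p under 0.05), and the family median was -0.28 (members from -0.46 to -0.14). With the replicate block, calls were 8 with cdb471 (8 higher, 0 lower, correlation 0.361) and 8 with cdb469 (3 higher, 5 lower, correlation 0.236). They were 8 with cdb473 (5 higher, 3 lower, correlation 0.322) and 6 in tts-2(cdb467) (2 higher, 4 lower, correlation 0.361). For the differences from cdb396 alone they were 0 for cdb471 (20 at an unadjusted p under 0.05, correlation 0.189). They were 9 for cdb469 (1 higher, 8 lower, correlation 0.127) and 9 for cdb473 (1 higher, 8 lower, correlation 0.162). Once the median of all miRNAs was subtracted, the family median was 2.17 (from 2.17 to 2.19) with cdb471, -0.28 (from -0.28 to -0.27) with cdb469, 0.39 (from 0.38 to 0.39) with cdb473 and -0.31 (from -0.32 to -0.30) in tts-2(cdb467). For the differences it was -0.46 (from -0.48 to -0.45) (cdb471), -3.03 (from -3.03 to -3.01) (cdb469) and -2.36 (from -2.38 to -2.34) (cdb473). The calls became 21 higher and 0 lower with spike-in scaling with cdb469 and 4 higher and 1 lower with DESeq2 with cdb473. For the difference of cdb469 they became 1 higher and 7 lower with library size only and 1 higher and 8 lower with DESeq2.

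**Figure D2:**
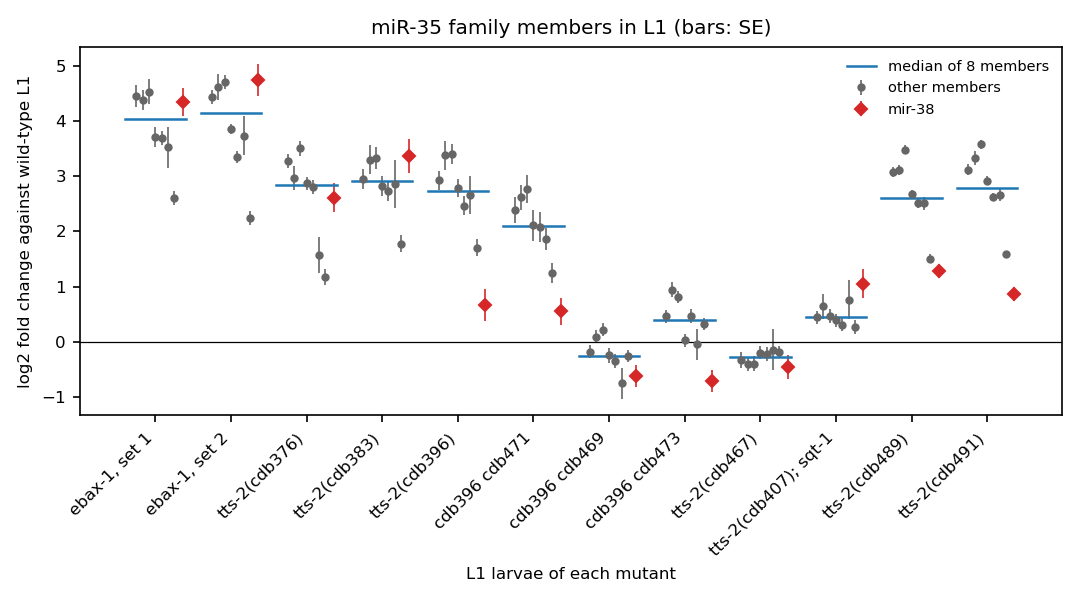
Log2 fold change against wild-type L1 of the 8 miR-35 family members in L1 of 12 mutant groups, with grey points for 7 members, red diamonds for mir-38, bars for SE and a blue line for the median of all 8. The medians run from -0.28 in tts-2(cdb467) to 4.15 in ebax-1 set 2, and mir-38 lies at 3.36 in tts-2(cdb383) and 0.67 in tts-2(cdb396).

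The label of the double mutant tts-2(cdb383); ebax-1(tm2321) names no stage, and it was compared with L1 libraries. The family held 19.5% (SD 2.75) of its microRNA counts. Against ebax-1 alone, 0 of 193 miRNAs were called (29 had an unadjusted p under 0.05), and the family median was -0.23 (members from -0.71 to 0.036). Against tts-2(cdb383) alone, 14 of 199 miRNAs were called, 11 higher and 3 lower, 5 family members among them, with a family median of 0.93 (members from 0.19 to 1.54). mir-253_3p changed by 1.58 (SE 0.24, adjusted p = 0.00263) and mir-65_5p by 1.38 (SE 0.24, adjusted p = 0.00550) in the latter comparison. It gave 24 calls (14 higher, 10 lower), at a correlation of 0.285, with the replicate block. Relative to the median of all miRNAs, the family median was -0.24 (from -0.25 to -0.24) against ebax-1 and 1.04 (from 0.99 to 1.03) against tts-2(cdb383). Spike-in scaling gave 48 calls against ebax-1. Against tts-2(cdb383) the calls became 7 higher and 11 lower with library size only and 10 higher and 1 lower with spike-in scaling.

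Lines with an edited mir-35 were sequenced as single embryo and L1 libraries and, without ebax-1, in triplicate. The edited lines carry cdb2 with cdb4, cdb6, cdb72 or cdb78, and the labels do not give the edits. In the single libraries, mir-35_3p changed from embryo to L1 by -0.64 with cdb4, where the 7 other members had a median of -5.30. With cdb72 it changed by -4.63 (other members -5.56), and with cdb78 by -4.95 (other members -5.79). These libraries have no replicates, so these values carry no test. In L1 with cdb4, mir-35_3p held 164290 CPM here but 62803 to 82830 in the 3 libraries of another set, so -0.64 may understate its fall. With cdb6 the table's mir-35_3p entry held 362 CPM in embryos, against 207600 in wild-type set 1, and it was not taken to follow the edited strand. With cdb72 and cdb78 it held 14418 and 15176 CPM in embryos, so whether it follows the edited strand in those lines, with or without ebax-1, is also unknown. Without ebax-1, mir-35_3p changed across the stages by -1.24 (SE 0.17, adjusted p = 0.000105) with cdb4, -2.04 (SE 0.27, adjusted p = 9.68e-10) with cdb72 and -2.49 (SE 0.25, adjusted p = 1.31e-07) with cdb78. The family medians were -1.63 (members from -2.47 to -1.24) with cdb4, -1.54 (members from -2.35 to 0.035) with cdb6, -1.86 (members from -2.38 to -0.97) with cdb72 and -2.09 (members from -2.68 to -1.20) with cdb78. Without the mir-35_3p entry, the median with cdb6 was -1.81 (from -2.35 to -0.69). With cdb4, 147 of 206 miRNAs were called, 73 higher and 74 lower, and with cdb6 146 of 202, 76 higher and 70 lower. With cdb72, 156 of 207 were called, 81 higher and 75 lower (with the replicate block 152, 78 higher and 74 lower, correlation -0.117). With cdb78, 161 of 205 were called, 82 higher and 79 lower. Measured from the median of all miRNAs, the family median was -1.53 (from -1.60 to -1.51) with cdb4, -1.47 (from -1.48 to -1.47) with cdb6, -1.90 (from -1.93 to -1.89) with cdb72 and -2.0 (from -1.98 to -1.97) with cdb78. With spike-in scaling the calls became 137 higher and 19 lower for cdb4 and 136 higher and 17 lower for cdb6. They became 144 higher and 16 lower for cdb72 and 149 higher and 18 lower for cdb78. The family medians then reversed, to 0.48, 0.63, 0.32 and 0.25 in that order.

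In triplicate L1 of mir-35(cdb2 cdb4), mir-35_3p was higher than in wild-type set 3 by 4.55 (SE 0.14, adjusted p = 8.82e-10), at 71934 against 3964 CPM. The median of all 8 members was -0.14 (members from -0.93 to 4.55). There, 81 of 216 miRNAs were called, 35 higher and 46 lower, and against wild-type set 4, chosen after the data were seen, 3 were called. The libraries of this line held 20244503 to 27893036 counts, and with every library thinned to 6128002 counts the comparison with set 3 gave 85 calls. mir-35_5p* changed by 6.15 (SE 0.41, adjusted p = 1.71e-06). With tts-2(cdb472) added, against wild-type set 4, 9 of 221 miRNAs were called, 9 higher and 0 lower, 8 of them family members, with a family median of 2.38 (members from 0.87 to 3.29). There mir-35_3p changed by 0.98 (SE 0.20, adjusted p = 0.00534), to 11630 CPM, and mir-38_3p by 0.87 (SE 0.22, adjusted p = 0.0318). For the difference between the lines, each against its own wild-type set, 24 of 219 miRNAs were called, 16 higher and 8 lower. The 7 other members were higher and mir-35_3p changed by -3.57 (SE 0.24, adjusted p = 2.50e-09). With the replicate block, mir-35(cdb2 cdb4) gave 54 calls (24 higher, 30 lower, correlation -0.234). The line with cdb472 gave 12 (11 higher, 1 lower, correlation 0.344). Once the median of all miRNAs was subtracted, the family median was -0.10 (from -0.10 to -0.055) in mir-35(cdb2 cdb4), 2.45 (from 2.43 to 2.46) with cdb472 and 2.09 (from 2.07 to 2.08) for the difference. The calls became 12 higher and 92 lower with library size only and 2 higher and 132 lower with spike-in scaling in mir-35(cdb2 cdb4), and 38 higher and 6 lower with library size only and 82 higher and 1 lower with spike-in scaling for the difference.

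The second table held tts-2 alleles whose genotype labels name another microRNA, with their own wild-type L1 libraries. In tts-2(cdb489), labelled tts-2(mir-51), 24 of 223 miRNAs were called, 18 higher and 6 lower, and all 8 miR-35 family members were higher, with a median of 2.60 (members from 1.28 to 3.48). mir-51_5p changed by -0.32 (SE 0.066, adjusted p = 0.00501), from 31378 to 24307 CPM. The median of the miR-51 family was -0.17, and -0.065 in the fit with the dispersion shared over all groups. In tts-2(cdb491), labelled tts-2(let-7), 12 of 222 miRNAs were called, 9 higher and 3 lower, and all 8 miR-35 family members were higher, with a median of 2.79 (members from 0.87 to 3.58). mir-48_5p, a member of the let-7 family, changed by -1.13 (SE 0.13, adjusted p = 0.000323), and let-7_5p by -0.55 (SE 0.15, adjusted p = 0.0875). The median of the let-7 family was -0.071, and it reversed to 0.13 with spike-in scaling. That scaling moved the median of all miRNAs from 0.011 to 0.22, and the let-7 median lay below it in both fits. mir-38_3p rose by 1.28 (SE 0.13, adjusted p = 3.63e-06) in tts-2(cdb489) and by 0.87 (SE 0.12, adjusted p = 0.00144) in tts-2(cdb491). mir-795_3p* changed by 0.90 (SE 0.16, adjusted p = 0.00101) in tts-2(cdb489), and mir-232_5p* by -0.70 (SE 0.14, adjusted p = 0.0136) in tts-2(cdb491). With the replicate block, tts-2(cdb489) gave 46 calls (31 higher, 15 lower, correlation 0.189), and tts-2(cdb491) 13 (9 higher, 4 lower, correlation 0.151). Relative to the median of all miRNAs, the miR-35 family median was 2.60 (from 2.60 to 2.60) in tts-2(cdb489) and 2.77 (from 2.77 to 2.77) in tts-2(cdb491). The calls became 17 higher and 11 lower with library size only in tts-2(cdb489), and 8 higher and 9 lower with library size only and 8 higher and 0 lower with spike-in scaling in tts-2(cdb491).

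The same table held mir-35(cdb2 cdb6), labelled as a seed mutant of mir-35, with and without tts-2(cdb550), labelled as a seed mutant of tts-2. In embryos, 0 of 189 miRNAs were called (7 had an unadjusted p under 0.05), with a family median of 0.34 (members from -0.29 to 0.45). In L1, 7 of 190 miRNAs were called, 6 higher and 1 lower, 6 family members among them, with a median of 2.73 (members from 0.0041 to 3.77). mir-38_3p changed by 0.90 (SE 0.25, adjusted p = 0.122), and the table's mir-35_3p entry by 0.0041 (SE 0.26, adjusted p = 0.995). mir-236_5p* changed by -0.98 (SE 0.22, adjusted p = 0.0438). From embryo to L1, 143 of 197 miRNAs were called, 69 higher and 74 lower in mir-35(cdb2 cdb6), with a family median of -5.07 (members from -6.28 to -1.03). With cdb550 added, 157 of 197 miRNAs were called, 72 higher and 85 lower, with a median of -2.66 (members from -5.57 to -1.65). For the difference of the stage changes, 6 of 198 miRNAs were called, 6 higher and 0 lower, all 6 of them family members, with a median of 2.33 (members from -0.49 to 3.36). Without the mir-35_3p entry, which was not taken to follow the edited strand, the medians of the 7 other members were 0.32 (from -0.29 to 0.39) in embryos and 2.81 (from 0.90 to 3.77) in L1. They were -5.10 (from -6.28 to -2.82) and -2.71 (from -5.57 to -1.82) across the stages without and with cdb550, and 2.45 (from 0.84 to 3.36) for the difference. In the 8 of 12 libraries with the commoner name prefix, that difference gave 10 calls and a family median of 2.27. With the replicate block, embryos gave 0 calls (10 at an unadjusted p under 0.05, correlation 0.131). L1 gave 16 (12 higher, 4 lower, correlation 0.346). The stage change gave 151 calls without cdb550 (74 higher, 77 lower, correlation 0.124) and 154 with it (70 higher, 84 lower, correlation 0.136). Their difference gave 7 calls (6 higher, 1 lower, correlation 0.175). Measured from the median of all miRNAs, the family median was 0.33 (from 0.33 to 0.34) in embryos, 2.69 (from 2.66 to 2.69) in L1, -4.93 (from -4.91 to -4.84) and -2.37 (from -2.38 to -2.37) across the stages without and with cdb550, and 2.33 (from 2.32 to 2.33) for the difference. The calls became 6 higher and 2 lower with library size only, 6 higher and 0 lower with spike-in scaling and 8 higher and 3 lower with DESeq2 in L1, and across the stages 146 higher and 18 lower with spike-in scaling without cdb550 and 151 higher and 18 lower with spike-in scaling with it.

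Chimeric eCLIP joins a microRNA to the RNA fragment it pairs with in one read. It was done on crosslinked embryos with FLAG-tagged ALG-2, with and without ebax-1, and on untagged wild-type embryos. Chimeric counts per library ran from 174770 to 549245 in the 8 tagged libraries and were 6193 and 11845 in the untagged ones. The tagged libraries exceeded the untagged by 1.57 on the log10 scale (two-sided exact permutation test, p = 0.0444, the smallest p that 8 against 2 libraries can give). The miR-35 family took 41.5% (SD 4.03) of chimeric counts with ALG-2, 44.8% (SD 1.84) with ALG-2 without ebax-1 and 36.8% (SD 2.38) in the untagged libraries. The difference between the tagged groups was 3.38 percentage points (two-sided exact permutation test, p = 0.171, where the smallest possible is 0.0286). Of the miR-35 family chimeras, tts-2 held 3.12% (SD 0.807) with ALG-2, 8.51% (SD 1.28) without ebax-1 and 4.13% (SD 0.914) in untagged libraries. The tts-2 difference was 5.39 percentage points (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 libraries can give). Leaving out replicate 3 of the group without ebax-1 moved it most, to 4.80 points. As a share of all chimeras, tts-2 with the family held 1.27% (SD 0.227) with ALG-2 and 3.82% (SD 0.588) without ebax-1, a difference of 2.54 points. In single libraries the tts-2 share ran from 2.16% (95% Wilson interval 2.08 to 2.24) to 4.12% (4.00 to 4.24) with ALG-2. Without ebax-1 it ran from 7.28% (7.17 to 7.39) to 10.3% (10.2 to 10.4). The untagged libraries had 4.78% (3.96 to 5.76) and 3.49% (2.99 to 4.06). Library numbers fall in 2 runs, with replicates 1 and 2 in the earlier and 3 and 4 in the later. The tts-2 share was 3.25% and 2.97% with ALG-2 against 8.0% and 7.28% without ebax-1 in the earlier run, and 4.12% and 2.16% against 10.3% and 8.49% in the later. Among microRNAs outside the family, the tts-2 share was 0.258% (SD 0.0455) with ALG-2 and 0.636% (SD 0.105) without ebax-1 (two-sided exact permutation test, p = 0.0286, the smallest possible).

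**Figure D3:**
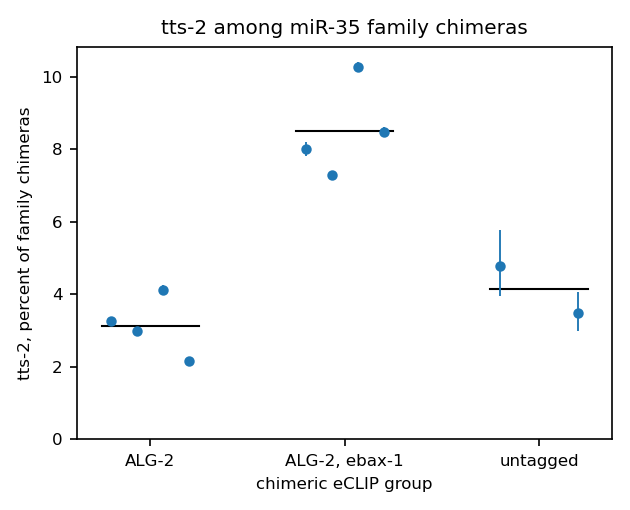
Share of miR-35 family chimeric counts that join tts-2, in percent, in each chimeric eCLIP library with ALG-2, with ALG-2 without ebax-1 and without a tag, with bars for 95% Wilson intervals and lines for group means. The libraries without ebax-1 lie at 7.28% to 10.3%, above all libraries of the other groups.

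Over the tagged libraries, the targets with most family chimeras were the ribosomal RNA genes rrn-3.1 (29.7% of family chimeras) and rrn-1.2 (14.1%), then tts-2 (6.62%), the small nucleolar RNA gene ZK185.9 (2.24%), rrn-2.1 (1.05%) and the protein-coding W06H8.6 (0.525%). In the untagged libraries the corresponding mean shares of rrn-3.1 and rrn-1.2 were 34.1% and 16.1%. Between tagged libraries with and without ebax-1, 16 of 2269 microRNA-target pairs were called, all 16 higher without ebax-1. 12 of the 26 tts-2 pairs tested were among them, 7 with family members and 5 with other microRNAs. The called pairs with the largest changes were miR-65-5p with T14B1.1, 2.14 (SE 0.27, adjusted p = 0.00110), miR-37-3p with tts-2, 2.09 (SE 0.24, adjusted p = 0.000610), and miR-43-3p with WBGene00023209, 1.82 (SE 0.39, adjusted p = 0.0448). miR-38-3p with tts-2 changed by 1.41 (SE 0.26, adjusted p = 0.0185), and miR-42-3p with tts-2 by 1.09 (SE 0.26, adjusted p = 0.0948). Leaving out replicate 2 of ALG-2 moved the number of called pairs most, to 5, and DESeq2 moved it to 17. Summed over targets, 5 of 101 microRNAs were called, all higher. They included miR-38-3p, 0.53 (SE 0.10, adjusted p = 0.0343), and, named after the values were seen, miR-71-5p, 0.78 (SE 0.18, adjusted p = 0.0438). miR-38-3p rose from 54398 to 76651 CPM, of which tts-2 chimeras were 8160 and 22906, and its other targets were not tested alone. The 7 other family members changed by -0.017 to 0.16.

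On tts-2, family chimeras gathered on 2 fragments of chromosome II, of a genome build the table does not name. The fragment at 10201597 to 10201615 (TCTCCAGTTACTCTCCCGGTCA in its commonest form) held 58194 counts, 66.4% of the tts-2 counts, of which miR-38-3p had 79.0% and miR-35-3p 5.41%. The fragment at 10201701 to 10201720 (GCTGCGAGTGCCCCCGGTGA) held 16532 counts, 18.9%, of which miR-37-3p had 42.4%, miR-36-3p 19.3%, miR-35-3p 14.8% and miR-38-3p 4.23%. The deposited duplex energy was -26.6 for miR-38-3p at the former and -27.1 for miR-37-3p at the latter. miR-38-3p made up at least 55.0% of the family chimeras with tts-2 in each tagged library, and at most 14.3% of those with other targets. The mean difference was 49.5 percentage points, in the same direction in 8 of 8 libraries (two-sided exact sign-flip permutation test, p = 0.00781, the smallest possible).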

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

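All tests of explanations here were chosen only after the result was seen.

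The change of miRNAs from embryo to L1 differed between ebax-1 and wild type, with 11 miRNAs called for the difference. Thinning every library to the smallest depth, 4146023 counts, left 9 calls, and library sizes with no TMM factors, which a few abundant miRNAs could distort, left 10. In the 8 libraries of the commoner name prefix there were 25. Depth, scaling and that batch do not account for the difference. Of the 32 splits that swap same-numbered libraries of the 2 genotypes within each stage, 8 gave as many calls, the real one included. All 8 kept the L1 genotypes whole, 2 of them also kept the embryo genotypes, and 1 of the 8 gave 30. Such splits carry the L1 difference itself. Of the 18 splits that mixed the genotypes in both stages, 0 gave as many calls. The difference therefore rests on the L1 libraries. Reads shared between family members could not be separated in the tables, and this was not tested. A need for EBAX-1 in the decline of the family is a candidate explanation, as a hypothesis. The share of 8 in 32 splits does not by itself exclude another grouping of the embryos.

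Between alg-1 and wild type, 10 miRNAs were called for the difference between the stage changes. Thinning to 9841347 counts gave 11 calls, so depth is an unlikely explanation. Library sizes alone gave 24 calls, 22 higher and 2 lower against 5 and 5, and spike-in scaling gave 8, of which 1 was higher and 7 lower. The direction of the calls depends on the scaling, and the pattern cannot be told apart from an effect of a few miRNAs that take most of the counts. All libraries share a name prefix, so no batch could be examined. Of 32 splits, 5 gave as many calls, 4 of them with the L1 genotypes kept whole and 3 with the embryo genotypes, and 1 of the 5 gave 115. These splits carry the large differences of alg-1 within a stage. Of the 18 that mixed the genotypes in both stages, 0 gave as many.

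In the same test for alg-2, 3 miRNAs were called. Thinning to 6038757 counts left 0 calls, while 21 miRNAs had an unadjusted p under 0.05 both before and after, so a loss of power at a lower depth may account for this as well as library depth itself. Library sizes alone gave 5 calls. With the replicate block, at a correlation of 0.342 between same-numbered libraries, there were 16, 5 higher and 11 lower. Of 32 splits, 3 gave as many, all 3 with the embryo genotypes kept whole and 2 also with those of L1, and 1 of them gave 25. Of the 18 that mixed the genotypes in both stages, 0 gave as many. Depth cannot be excluded as an explanation.

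Between mir-35(cdb2 cdb6) with and without tts-2(cdb550), 6 miRNAs were called for the difference between the stage changes, all family members. Library depth and scaling were unlikely causes, since thinning to 6436817 counts left 6 calls and library sizes alone also left 6. In the 8 libraries with the commoner prefix there were 10. Of 32 splits, 8 gave as many, up to 7, and all 8 kept the L1 genotypes whole, so they carry the L1 difference. Of the 18 that mixed the genotypes in both stages, 0 gave as many. The share of 8 in 32 does not by itself exclude another grouping of the embryos, and a role for the tts-2 change in cdb550 stays a hypothesis.

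One chimera library of ALG-2 without ebax-1 lay far from the 3 others of its group, with 174770 chimeric counts against 504090 to 549245. Its gap was 0.879 of the range, above the 95% critical value of Dixon for 4 samples. Such a gap arises by chance in about 1 of 20 tests, and 1 of the 12 made, of 6 measures in 2 groups, showed it. Its tts-2 share of family chimeras was 8.0%, above the highest share with ALG-2, 4.12%, so a swapped label is unlikely. At its own depth it held 42802 distinct pairs, the fewest of the 4, against 43048 to 48988 (mean 46163) in the others thinned to that depth. Replicate 2, nearly as low with 43048, had a total of 504090, so fewer distinct pairs did not go with a low total there. An effect of a less complex library cannot be excluded in the low library. A smaller amount sequenced remains possible and was not tested, and no biological explanation was tested.

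The plant microRNA spike-ins were not among the miRNAs tested and served only for spike-in scaling. In replicate 2 of alg-2 embryos their counts reached 93.1% of the microRNA counts, against a median of 10.6% over the 106 libraries of that table and a lowest of 2.39%. Its spike-in counts were 0.971 times the mean of the 2 other libraries of the group, while its microRNA counts were 0.457 times theirs. The high value is consistent with fewer microRNA counts in that library, whether from less RNA or a lower share of microRNAs, which these counts do not separate.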

How the results depend on the processing

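The tests of alternatives here recompute the results reported, and spike-in scaling and wild-type set 4 were chosen after seeing the data. Of the 416 miRNAs and pairs named in a comparison, 234 kept their direction and their side of the threshold under every alternative that could be fitted, and 182 did not. Over all alternatives, 5888 recomputed values of these gave 5371 of the same direction and call, 200 that lost the call, 118 that gained it and 199 that reversed. Relative to the median of all miRNAs, the family median kept its direction in 42 of 42 contrasts with spike-in scaling, and in as many with library size only and with DESeq2. Fits that left out one replicate account for 125 of those that lost and 33 of those that gained a call. Spike-in scaling accounts for 26 and 19, and the replicate block for 5 and 25. Values are given here for each count of calls, family median or share that lost its call or moved or reversed by more than the SD between replicates, and for each named miRNA that reversed. Sign changes of a family median by less than that SD were those in alg-2 embryos, from 0.046 to -0.090 with DESeq2, -0.058 with library size only and -0.071 with the dispersion shared. With spike-in scaling the median of the alg-1 stage difference went from 0.38 to -0.10 and of the alg-2 one from -0.27 to 0.28. Over the fits that left out one replicate these ran from -0.39 to 0.44, from -0.092 to 0.71 and from -0.46 to 0.0027. For the counts, the number before the change is in parentheses, with the number at an unadjusted p under 0.05 (unadjusted) beside a 0, and for these changes the cause was not tested except where a value is given.

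With spike-in scaling, the number of calls became 120 in ebax-1 L1 (set 2) (from 56), 1 in alg-2 embryos (from 0), 18 in alg-2 L1 (from 5) and 0 in the alg-2 stage difference (from 3, 9 unadjusted). It was 201 in tts-2(cdb376) (from 61), 3 in tts-2(cdb407) (from 0), 21 in cdb396 with cdb469 (from 2) and 48 in the double against ebax-1 (from 0). It was 134 in mir-35(cdb2 cdb4) L1 (from 81) and 83 in the cdb472 difference (from 24). The family median moved to -4.23 in wild-type stages (set 1), -4.82 in wild-type stages (set 2), -0.31 in ebax-1 stages and -4.49 in alg-1 stages. It moved to -4.14 in alg-2 stages, -3.0 in cdb6 stages, -0.43 in cdb6 cdb550 stages and 4.33 in ebax-1 L1 (set 1). It moved to 4.90 in ebax-1 L1 (set 2), -0.85 in alg-2 L1, 1.36 in tts-2(cdb376) and 3.0 in tts-2(cdb383). It moved to 0.64 in tts-2(cdb407), -0.10 in tts-2(cdb467), -2.65 in the cdb469 difference and -0.78 in the double against ebax-1. It moved to -1.01 in mir-35(cdb2 cdb4) L1, 2.92 in the cdb472 difference, 2.46 in tts-2(cdb489) and -0.29 in miR-51 family in tts-2(cdb489). It moved to 2.99 in tts-2(cdb491) and 2.48 in cdb550 L1. It reversed to 0.48 in cdb4; ebax-1 stages, 0.63 in cdb6; ebax-1 stages, 0.32 in cdb72; ebax-1 stages and 0.25 in cdb78; ebax-1 stages. Further reversals were to -0.26 in alg-1 embryos, -0.16 in alg-1 L1, -1.37 in alg-2 embryos and 0.19 in cdb396 with cdb469. Another was to 0.13 in let-7 family in tts-2(cdb491). Named miRNAs reversed in ebax-1 stages (mir-39_3p 0.0047, mir-40_3p 0.26, mir-42_3p 0.53) and cdb4; ebax-1 stages (mir-35_3p 0.92, mir-36_3p 0.29, mir-38_3p 0.66, mir-41_3p 0.83, mir-42_3p 0.85). Also reversed were miRNAs in cdb6; ebax-1 stages (mir-36_3p 0.36, mir-38_3p 0.90, mir-39_3p 0.050, mir-40_3p 0.25, mir-41_3p 1.41, mir-42_3p 0.97). So did miRNAs in cdb72; ebax-1 stages (mir-35_3p 0.16, mir-36_3p 0.38, mir-38_3p 0.89, mir-40_3p 0.27, mir-41_3p 1.23, mir-42_3p 1.15). Reversals further included cdb78; ebax-1 stages (mir-36_3p 0.31, mir-38_3p 0.74, mir-39_3p 0.10, mir-40_3p 0.18, mir-41_3p 1.14, mir-42_3p 1.01) and cdb6 stages (mir-35_3p 1.09). Others reversed in cdb6 cdb550 stages (mir-35_3p 0.58, mir-41_3p 0.047, mir-42_3p 0.41) and alg-1 embryos (mir-35_3p -0.15, mir-36_3p -0.36, mir-40_3p -0.022, mir-42_3p -0.36). Also reversed were miRNAs in alg-1 L1 (mir-35_3p -0.0030, mir-36_3p -0.056, mir-38_3p -0.85, mir-39_3p -0.011, mir-40_3p -0.27, mir-41_3p -0.73, mir-42_3p -0.79). So did miRNAs in the alg-1 stage difference (mir-37_3p -0.016, mir-38_3p -0.18, mir-39_3p -0.23, mir-40_3p -0.24, mir-42_3p -0.43) and alg-2 embryos (mir-37_3p -1.26, mir-38_3p -0.63, mir-39_3p -0.93, mir-42_3p -1.04). Reversals further included alg-2 L1 (mir-35_3p -0.59, mir-41_3p -0.57), the alg-2 stage difference (mir-36_3p 0.34, mir-37_3p 0.15, mir-39_3p 0.23, mir-42_3p 0.16) and tts-2(cdb376) (mir-42_3p -0.30). Others reversed in tts-2(cdb467) (mir-39_3p 0.010, mir-41_3p 0.11, mir-42_3p 0.012), cdb396 with cdb469 (mir-35_3p 0.25, mir-39_3p 0.21, mir-40_3p 0.086, mir-42_3p 0.18) and cdb396 with cdb473 (mir-39_3p -0.020). Also reversed were miRNAs in the cdb471 difference (mir-38_3p -0.041), the double against ebax-1 (mir-35_3p -0.55), mir-35(cdb2 cdb4) L1 (mir-39_3p -0.70, mir-40_3p -0.60) and tts-2(cdb491) (mir-795_5p 0.13, mir-84_5p 0.17). So did miRNAs in cdb550 embryos (mir-38_3p -0.21) and cdb550 L1 (mir-35_3p -0.29).

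With library size only, the number of calls became 45 in ebax-1 L1 (set 1) (from 21), 103 in ebax-1 L1 (set 2) (from 56), 24 in the alg-1 stage difference (from 10) and 10 in alg-2 L1 (from 5). It was 5 in the alg-2 stage difference (from 3), 0 in cdb396 with cdb469 (from 2, 23 unadjusted) and 44 in the cdb472 difference (from 24). Family medians moved to -5.01 in wild-type stages (set 1), -5.83 in wild-type stages (set 2), -1.59 in ebax-1 stages and -4.53 in alg-1 stages. It moved to -1.32 in cdb4; ebax-1 stages, -2.45 in cdb6 cdb550 stages, 3.68 in ebax-1 L1 (set 1) and 3.80 in ebax-1 L1 (set 2). It moved to 2.45 in tts-2(cdb376), 2.69 in tts-2(cdb383), 0.73 in the double against tts-2(cdb383) and -0.52 in mir-35(cdb2 cdb4) L1. It moved to -0.22 in miR-51 family in tts-2(cdb489). Of the miRNAs named, reversals were those in alg-1 embryos (mir-36_3p -0.051, mir-42_3p -0.037), alg-2 L1 (mir-35_3p -0.13, mir-41_3p -0.056), the alg-2 stage difference (mir-40_3p -0.24) and the cdb471 difference (mir-38_3p -0.090). Reversals further included mir-35(cdb2 cdb4) L1 (mir-39_3p -0.16, mir-40_3p -0.047), tts-2(cdb491) (mir-794_5p -0.070), cdb550 embryos (mir-38_3p -0.16) and cdb550 L1 (mir-35_3p -0.14). Among chimera microRNAs, miR-39-3p reversed to -0.010 and miR-42-3p to -0.019.

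With DESeq2, the number of calls became 2 in ebax-1 embryos (from 0), 19 in the alg-1 stage difference (from 10), 27 in alg-2 embryos (from 0) and 16 in alg-2 L1 (from 5). It was 6 in the alg-2 stage difference (from 3), 1 in tts-2(cdb407) (from 0), 2 in tts-2(cdb467) (from 0) and 5 in cdb396 with cdb473 (from 3). It was 5 in the double against ebax-1 (from 0), 11 in cdb550 L1 (from 7) and 8 in called chimera microRNAs (from 5). Medians of the family became -2.49 in cdb6 cdb550 stages. Reversed miRNAs were those in the alg-1 stage difference (mir-42_3p -0.044), the alg-2 stage difference (mir-40_3p -0.024), the cdb471 difference (mir-38_3p -0.021) and cdb550 embryos (mir-38_3p -0.024). Also reversed were miRNAs in cdb550 L1 (mir-35_3p -0.048).

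With the replicate block, the number of calls became 4 in ebax-1 embryos (from 0), 35 in ebax-1 L1 (set 2) (from 56), 26 in the alg-1 stage difference (from 10) and 30 in alg-2 embryos (from 0). It was 10 in alg-2 L1 (from 5), 16 in the alg-2 stage difference (from 3), 6 in tts-2(cdb407) (from 0) and 6 in tts-2(cdb467) (from 0). It was 8 in cdb396 with cdb469 (from 2), 8 in cdb396 with cdb473 (from 3), 11 in the double against ebax-1 (from 0) and 24 in the double against tts-2(cdb383) (from 14). It was 46 in tts-2(cdb489) (from 24), 16 in cdb550 L1 (from 7) and 3 in called chimera microRNAs (from 5). The family median moved to 2.96 in tts-2(cdb376). Named miRNAs reversed in the alg-1 stage difference (mir-42_3p -0.011), alg-2 L1 (mir-41_3p -0.0041), cdb396 with cdb473 (mir-41_3p 0.0010) and the cdb471 difference (mir-38_3p -0.035). The tts-2 share of family chimeras kept a difference of 5.39 percentage points, but the exact permutation within same-numbered pairs cannot give a p under 0.125, which it gave.

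With the dispersion shared by all groups, the number of calls became 11 in ebax-1 embryos (from 0), 25 in ebax-1 L1 (set 2) (from 56), 52 in alg-2 embryos (from 0) and 21 in alg-2 L1 (from 5). It was 23 in the alg-2 stage difference (from 3), 18 in tts-2(cdb376) (from 61), 0 in cdb396 with cdb469 (from 2, 3 unadjusted) and 0 in cdb396 with cdb473 (from 3, 4 unadjusted). It was 36 in mir-35(cdb2 cdb4) L1 (from 81), 10 in the cdb472 difference (from 24) and 14 in tts-2(cdb489) (from 24). Family medians moved to -2.14 in ebax-1 stages, -2.53 in cdb6 cdb550 stages, 1.05 in the double against tts-2(cdb383) and -0.065 in miR-51 family in tts-2(cdb489). Of the miRNAs named, reversals were those in cdb6; ebax-1 stages (mir-35_3p -0.10), alg-1 embryos (mir-38_3p 0.094), the alg-1 stage difference (mir-39_3p -0.0057, mir-42_3p -0.18) and the cdb471 difference (mir-38_3p -0.12). Also reversed were miRNAs in mir-35(cdb2 cdb4) L1 (mir-37_3p 0.019), tts-2(cdb489) (mir-55_3p 0.017), cdb550 embryos (mir-38_3p -0.060) and cdb550 L1 (mir-35_3p -0.0075).

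With all wild-type L1 libraries as controls, the number of calls became 80 in alg-2 L1 (from 5), 8 in tts-2(cdb376) (from 61), 15 in tts-2(cdb383) (from 8) and 21 in tts-2(cdb396) (from 8). It was 11 in tts-2(cdb407) (from 0), 0 in cdb396 with cdb469 (from 2, 38 unadjusted), 1 in cdb396 with cdb473 (from 3) and 3 in mir-35(cdb2 cdb4) L1 (from 81). Medians of the family became -0.74 in alg-2 L1, 2.83 in tts-2(cdb383), -0.030 in cdb396 with cdb469 and -0.023 in mir-35(cdb2 cdb4) L1. Reversed miRNAs were those in alg-1 L1 (mir-38_3p -0.18, mir-41_3p -0.96, mir-42_3p -0.23), alg-2 L1 (mir-35_3p -0.13, mir-41_3p -1.36), tts-2(cdb467) (mir-40_3p 0.0080) and cdb396 with cdb469 (mir-35_3p 0.059).

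With a mean of at least 10 CPM, the number of calls became 2 in alg-2 embryos (from 0) and 0 in cdb396 with cdb469 (from 2, 20 unadjusted). Named miRNAs reversed in cdb6; ebax-1 stages (mir-35_3p -0.088), alg-1 embryos (mir-38_3p 0.027), the alg-1 stage difference (mir-42_3p -0.094) and alg-2 embryos (mir-37_3p -0.27, mir-42_3p -0.12). So did miRNAs in alg-2 L1 (mir-35_3p -0.017), the alg-2 stage difference (mir-40_3p -0.13), the cdb471 difference (mir-38_3p -0.029), mir-35(cdb2 cdb4) L1 (mir-37_3p 0.037) and cdb550 embryos (mir-38_3p -0.031). Reversals further included cdb550 L1 (mir-35_3p -0.052).

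Without the filter on low counts, the number of calls became 1 in ebax-1 embryos (from 0), 19 in the alg-1 stage difference (from 10), 7 in alg-2 embryos (from 0) and 5 in the alg-2 stage difference (from 3). It was 5 in cdb396 with cdb473 (from 3). Family medians moved to 1.11 in the double against tts-2(cdb383) and -0.32 in let-7 family in tts-2(cdb491). Of the miRNAs named, reversals were those in cdb6; ebax-1 stages (mir-35_3p -0.084), the alg-2 stage difference (mir-40_3p -0.023), cdb550 embryos (mir-38_3p -0.026) and cdb550 L1 (mir-35_3p -0.10).

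With the counts of the family summed before the fit, the family median moved by more than the SD between replicates, to -2.34 in cdb6; ebax-1 stages, -2.40 in cdb72; ebax-1 stages, -2.43 in cdb78; ebax-1 stages and -5.39 in cdb6 stages. It moved to 4.16 in ebax-1 L1 (set 1), 2.99 in tts-2(cdb376), 2.84 in tts-2(cdb383) and -0.064 in the double against ebax-1. It moved to 1.25 in the double against tts-2(cdb383), 3.01 in tts-2(cdb489), 3.08 in tts-2(cdb491) and 3.05 in cdb550 L1. It moved to 2.75 in the cdb550 stage difference. It reversed to 2.78 in mir-35(cdb2 cdb4) L1 and -0.46 in the cdb472 difference.

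With wild-type set 4 as controls, the number of calls became 8 in tts-2(cdb376) (from 61), 3 in mir-35(cdb2 cdb4) L1 (from 81) and 12 in the cdb472 difference (from 24). The family median moved to 2.43 in tts-2(cdb376), -0.29 in mir-35(cdb2 cdb4) L1 and 2.65 in the cdb472 difference. Named miRNAs reversed in mir-35(cdb2 cdb4) L1 (mir-39_3p -0.26, mir-40_3p -0.15).

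Across the fits that each left out one replicate, the number of calls ran from 55 to 103 in alg-1 L1, from 1 to 23 in alg-2 L1 and from 0 (38 unadjusted) to 62 in alg-2 embryos. Calls ran from 5 to 13 in called chimera pairs, from 0 (11 unadjusted) to 9 in called chimera microRNAs and from 0 (20 unadjusted) to 45 in the double against ebax-1. Calls ran from 5 to 16 in the double against tts-2(cdb383), from 28 to 66 in ebax-1 L1 (set 2) and from 0 (18 unadjusted) to 34 in ebax-1 embryos. Calls ran from 5 to 12 in the alg-1 stage difference, from 0 (22 unadjusted) to 29 in the alg-2 stage difference and from 19 to 54 in the cdb472 difference. Calls ran from 0 (20 unadjusted) to 1 in cdb396 with cdb469 and from 0 (13 unadjusted) to 8 in tts-2(cdb407). Family medians ran from -0.52 to -0.095 in alg-2 L1, from 0.87 to 1.07 in the double against tts-2(cdb383) and from 3.93 to 4.16 in ebax-1 L1 (set 1). They ran from 4.07 to 4.49 in ebax-1 L1 (set 2), from -0.23 to 0.15 in mir-35(cdb2 cdb4) L1 and from -6.18 to -5.33 in alg-1 stages. They ran from -2.0 to -1.47 in cdb4; ebax-1 stages, from -5.41 to -4.97 in cdb6 stages and from 2.73 to 2.96 in tts-2(cdb376). They ran from 2.82 to 3.17 in tts-2(cdb383), from 0.37 to 0.58 in tts-2(cdb407) and from -0.21 to -0.10 in miR-51 family in tts-2(cdb489). Reversals were in alg-1 L1 (mir-38_3p -0.18 to 0.42) and alg-1 embryos (mir-36_3p -0.042 to 0.48, mir-38_3p -0.37 to 0.046). They were in alg-2 L1 (mir-35_3p -0.11 to 0.17, mir-38_3p -0.44 to 0.035, mir-39_3p -0.28 to 0.17, mir-41_3p -0.77 to 0.55). They were in alg-2 embryos (mir-35_3p -0.53 to 0.24, mir-36_3p -0.88 to 0.065, mir-37_3p -0.26 to 0.49, mir-41_3p -1.39 to 0.38). They were in cdb550 L1 (mir-35_3p -0.22 to 0.40), cdb550 embryos (mir-38_3p -0.21 to 0.069) and ebax-1 embryos (mir-40_3p -0.011 to 0.90). They were in the double against ebax-1 (mir-35_3p -0.14 to 0.19, mir-37_3p -0.18 to 0.072). Reversals were in the alg-1 stage difference (mir-37_3p -0.11 to 0.81, mir-38_3p -0.17 to 0.54, mir-39_3p -0.27 to 0.61, mir-40_3p -0.070 to 0.51). There mir-42_3p ran from -0.26 to 0.19. Others were in the alg-2 stage difference (mir-36_3p -0.56 to 0.087, mir-41_3p -0.30 to 1.59) and the cdb471 difference (mir-38_3p -0.49 to 0.27). Others were in mir-35(cdb2 cdb4) L1 (mir-36_3p -0.37 to 0.17, mir-37_3p -0.088 to 0.18, mir-41_3p -0.90 to 0.075). In cdb6; ebax-1 stages, reversals left mir-35_3p from -0.32 to 0.79 and mir-41_3p from -1.12 to 0.46. Others were in cdb396 with cdb473 (mir-39_3p -0.037 to 0.14, mir-41_3p -0.28 to 0.35) and tts-2(cdb467) (mir-41_3p -0.58 to 0.25). Others were in chimera microRNAs (miR-39-3p -0.078 to 0.17, miR-40-3p -0.030 to 0.13, miR-41-3p -0.068 to 0.032, miR-42-3p -0.032 to 0.062). The excess of tagged chimeras ran from 1.43 to 1.72 on the log10 scale, and the tts-2 difference from 4.80 to 5.80 percentage points. With one library fewer, the exact tests cannot give a p under 0.0556 and 0.0571 respectively, so these lost the call by design.

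Where same-numbered libraries were correlated by less than 0.1 in size, the replicate block gave call numbers of 139 in wild-type stages (set 1), 146 in wild-type stages (set 2), 130 in alg-2 stages, 144 in cdb4; ebax-1 stages and 142 in cdb6; ebax-1 stages. It also gave 157 in cdb78; ebax-1 stages, 56 in tts-2(cdb376), 8 in tts-2(cdb396) and 33 in the cdb472 difference. For the chimeras it gave 16 pairs. Depth limits the untagged chimera libraries, where the smallest share that 3 counts can show is 0.0484% of chimeric counts, and the single mir-35 libraries carry no estimate of spread. In tts-2(cdb376), leaving out either library left an arm of 1, and such fits gave values with no test. For the line with cdb72 and without ebax-1, the block by the order of library numbers gave 146 calls. Every alternative set out for a result was run wherever it could be fitted.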

Other observations

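All tests in this part were chosen only after the result was seen.

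Splits that swap same-numbered libraries between groups were counted for each comparison of at least 3 libraries per group. Only splits that part as many same-numbered pairs as the real one were compared. The others put both libraries of a pair in the same group. With 3 pairs there are 4 such splits, so the share cannot fall under 0.05. In the comparisons with calls, 1 of the 4 splits, the real one, gave as many, and the others gave 0 calls, except for 1 call in 1 split of ebax-1 L1 set 2. For comparisons with 0 calls, 4 of the 4 splits gave as many, and 1 split of ebax-1 embryos gave 9. Of the 32 splits of each difference between lines, 8 gave as many for cdb469 and 8 for cdb473, each with the libraries of cdb396 alone and set 3 kept whole. For cdb472 there were 5, all with the libraries of mir-35(cdb2 cdb4) alone and set 3 kept whole. These splits carry the difference of the group kept whole, and gave up to 8 calls for cdb469, 7 for cdb473 and 55 for cdb472. Of the 18 splits that mixed both, 0 gave as many for each of these. For cdb471, with 0 calls (8 at an unadjusted p under 0.05), all 32 gave as many, up to 8. For chimera pairs and chimera microRNAs, 1 of the 8 splits gave as many, the real one, so the share cannot fall under 0.05 there either.

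In tts-2(cdb396), mir-38 rose less than the 6 members other than it and mir-35, and the log2 fold change of mir-38 minus their median was −2.06. In tts-2(cdb383) it was 0.52. A chance difference between the 2 alleles is unlikely, at an adjusted p of 1.16e-06 (edgeR, 3 against 3 libraries, log2 difference 2.64), and scaling is too, at 1.08e-11 with spike-in scaling. With DESeq2 and library size only the adjusted p was 9.47e-27 and 3.56e-08. The same quantity was −1.54 where cdb396 was joined to cdb471, and −1.66, −1.32, −1.92 and −1.91 in lines with cdb472, cdb489, cdb491 and cdb550. It was 0.64 and 0.95 in ebax-1 sets 1 and 2, and −0.22 in tts-2(cdb376). The labels do not give the edits of the alleles, and no biological explanation was tested.

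At each tts-2 fragment, the share of a member relative to its share on other targets was compared with the deposited duplex energy over the 8 members, which are not independent replicates. Spearman's rho was −0.731 at the fragment favoured by mir-38 (two-sided exact permutation test, p = 0.0485, adjusted over the 2 relations 0.0485) and −0.857 at the other (p = 0.0107, adjusted 0.0214). The unequal shares are consistent with predicted pairing strength. The choice of fragments by the chimera caller could also follow such energies, and this was not tested.

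The tts-2 share of chimeras was higher without ebax-1 for the family by a ratio of 2.72 and for microRNAs outside it by 2.47. The ratio of these was 1.10. The rise is consistent with more tts-2 RNA in the tagged complexes, whatever the microRNA, and the chimeras alone cannot show a change of pairing that is special to the family. The level of tts-2 RNA was not measured here.

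More of the family precursors made is an unlikely explanation of the rise in guides. The passenger strands had a median log2 fold change of −0.091 in ebax-1 L1 set 1 and 0.19 in tts-2(cdb383), with 6 tested and 0 called in each (1 at an unadjusted p under 0.05 in each). In the first, their values ran from −0.39 to 0.95. Passenger strands are few in L1, which limits this test. In alg-2 embryos all 8 passenger strands were higher at an unadjusted p under 0.05, with a median of 2.66, and 0 were called.

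Of the 12 miRNAs outside the family that were higher in ebax-1 L1 set 1, all 12 were called in set 2 and 0 in tts-2(cdb383), where their median log2 fold change was 0.0024. In tts-2(cdb376) against set 3, 4 of them were called, with a median of 0.36, and 1 in tts-2(cdb489). In the double mutant against tts-2(cdb383), 6 of them were called, with a median of 0.92, against 0.89 in ebax-1 set 2. These miRNAs thus rose without ebax-1 in tts-2(cdb383) as well. The same change in tts-2(cdb383) is an unlikely explanation of their rise. Against set 4, tts-2(cdb376) had 8 calls in all, so those 4 may come from set 3. The difference between ebax-1 and the alleles was not tested.

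The many calls outside the family in tts-2(cdb376) and mir-35(cdb2 cdb4) may come from the wild-type libraries used. Against set 4, calls fell from 61 to 8 and from 81 to 3. Thinning to 6128002 counts left 53 and 85 calls, so depth alone is an unlikely explanation. Spike-ins were 5.67% of microRNA counts in set 3 and 13.0% in set 4, and these sets cannot be told apart from their batches.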
